A study of Homo sapiens with 6 samples.

How the data were processed

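RNA was measured in 6 clonal HEK293 lines, 3 of which expressed a nocturnin (NOCT) protein lacking residues 2 to 15 and 3 of which expressed glutathione S-transferase (GST) as the control protein. HEK293 is an established cell line of human embryonic kidney origin. Both proteins carried the tag that the labels write as 3F. Per the labels' protocols, each line was grown for 3 days in a pair of 10 cm dishes, total RNA had RIN values (a score of RNA integrity) of 9.6 to 10, and 5 µg of RNA received 5 µl of ERCC spike-in RNAs diluted 50-fold. The libraries were depleted of ribosomal RNA, kept the strand of origin and were sequenced as 50 bp reads on a HiSeq instrument, per the labels' protocols.

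The deposited counts are whole reads per gene, one table per line. The row names are those that HTSeq writes for reads without a gene, and each table holds 58494 rows: 58395 genes, 92 spike-ins, 2 rows for the expression constructs and 5 rows that name no feature. The aligner, the genome build and the annotation release are not stated in the labels or the file headers. The 5 unnamed rows were left out of library sizes and tests. Reads without a feature made up 26.5% to 30.6% of the reads in a file, ambiguous reads 2.02% to 2.41%, and reads that did not align uniquely 13.3% to 14.6%. Reads of a sequence with a near-identical copy elsewhere were therefore not assigned. The counting used strand: of 709 genes wholly inside exons of the opposite strand, 146 had 10 or more reads over the 6 libraries, against 8 of 977 genes wholly inside exons of the same strand.

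The authors also deposited a table of TPM values (transcript abundance scaled for gene length and depth). In it, the ratio of count to TPM between libraries was the same for every gene, so the table holds the counts with one length per gene, and 49 gene rows were repeated by the joined names. The third kind of file is the authors' deposited DESeq2 comparison, with log2 fold changes and standard errors that its name calls shrunken, a p-value and an adjusted p-value per row. Its mean normalised count per row (a signal averaged over the 6 libraries by the authors) was used to solve for the size factors behind it. The direction of those fold changes was taken from the 2 construct rows, since the headers do not state it. The table holds 23417 rows, of which 6359 have no adjusted p-value and 3 have no p-value; these stayed missing. No per-sample column was left unused.

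Gene symbols came from the deposited tables, where missing from GENCODE release 29, and last from the supplied name table. Coordinates, exons and gene types came from GENCODE release 29 on GRCh38, matched by Ensembl identifier for 58275 of the 58395 genes, and are given with that build because the authors' own is not stated.

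The main comparison used edgeR 4.0.16 in R 4.3.3 on the deposited counts. Genes were kept with filterByExpr, libraries were scaled with TMM factors from the genes alone, and NOCT lines were compared with GST lines by the quasi-likelihood test with Benjamini-Hochberg adjustment over the 17261 genes tested. The threshold was an adjusted p of 0.05, and 2-fold calls also needed a log2 fold change of at least 1 in size. Standard errors of fold changes were derived from the quasi-likelihood F statistic. CPM denotes counts relative to library size, scaled by TMM. Spike-in rows were added to the same fit for a test of their own, adjusted over the spike-ins. The construct rows were added to it in the same way and adjusted over all 17263 rows of that fit. Single values per library were compared with exact two-sided permutation tests, which cannot go below 0.1 for 3 lines against 3. Gene sets were tested with camera from limma 3.58.1 with a preset correlation of 0.01, adjusted over the 15 sets, and with fry; no set contains NOCT.

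The designs, the alternatives, the 15 gene sets and the rule for naming genes were fixed before the data were examined. The rule named NOCT, then at most 6 genes in each direction with the most extreme fold changes. These needed an adjusted p under 0.05, a mean of at least 1 CPM, a symbol and groups that did not overlap. Of each gene set past the threshold, at most the 3 members with the smallest p-values were named. The alternatives were DESeq2 1.42.0, limma voom with and without sample weights, a robust quasi-likelihood fit, other scalings including the spike-in totals, other filters, limma on log2(TPM + 1) and log2(TPM + 0.1), and leaving out each line. Further alternatives were chosen after seeing the data: an offset for the level of neighbouring genes, an offset for each library's trend with GC content, and a DESeq2 refit of the rows in the authors' table. Leaving out each line was also chosen after seeing the data for the correlations within groups and for the biological coefficient of variation. The neighbour offset was the median deviation of up to 50 tested neighbours on each side with a mean of at least 1 CPM, computed without the groups, and its control used 10 shuffles of gene positions.

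The tests were run first on simulated counts with the means and library sizes of the 17261 genes, 200 of them changed by a log2 fold change of 1. The changed genes were drawn from well-counted genes only, so the shares of them called do not cover genes with few counts. With dispersions spread as the fit estimated them, edgeR called 11.6% of the changed genes with 6.45% false calls, and DESeq2 called 66% with 35.2% false calls. With the fitted dispersion of each gene, edgeR called 65% with 7.28% false calls and DESeq2 82.9% with 21.5%. In a simulation with 1 of the 15 sets shifted, camera called that set and 0 others. The simulated genes were independent and the sets random, so this run does not show how camera treats sets whose genes vary together. The neighbour level recovered 0.48 of a simulated chromosome shift of 0.5.

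Depth was 19729745 to 24422406 gene counts per library. The 95% confidence interval of a share of these counts was at most 0.0221 percentage points on either side, by the normal approximation. A count of 0 allows up to 3 counts. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. The line numbers differ between the groups and the labels give no batch, so no block or batch term was fitted.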

Results

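The data set held 6 strand-specific RNA-seq libraries, each from a separate clonal line of HEK293 cells. GST lines 2, 8 and 9 expressed tagged GST, and NOCT lines 4, 11 and 12 expressed tagged nocturnin without residues 2 to 15. Nocturnin is a protein of the CCR4 family whose gene, NOCT, is an output of the circadian clock, and which acts on the cofactors NADP and NADPH. The comparison asks how RNA levels differ between lines that carry this form of nocturnin and lines that carry the control protein. The GST libraries had 19729745 (line 2), 21420849 (line 8) and 20691708 (line 9) gene counts. The NOCT libraries had 24422406 (line 4), 21990498 (line 11) and 20124376 (line 12). Between 26140 and 27682 genes had a count in a library. The mitochondrial ribosomal RNA MT-RNR2 took 22.6% to 26.6% of the gene counts.

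The construct rows were examined first, as a check of the labels. The GST construct had 88, 46 and 50 counts in GST lines 2, 8 and 9, which is 3.08 ± 1.36 CPM (SD, n = 3). It had 1 count in NOCT line 4 and 0 in NOCT lines 11 and 12, where a count of 0 allows up to 3. The mean in GST lines was therefore at least 22.9-fold higher than in NOCT lines (edgeR adjusted p 0.0159). The NOCT construct had 74, 46 and 82 counts in NOCT lines 4, 11 and 12, or 3.03 ± 1.03 CPM (SD, n = 3), and 4, 7 and 3 counts in GST lines 2, 8 and 9, or 0.228 ± 0.0898 CPM (SD, n = 3). Its log2 fold change was 3.69 with a standard error of 0.43 (edgeR adjusted p 0.0317). The groups did not overlap in either row, and the exact two-sided permutation test gave p = 0.1 for each, the smallest value that 3 lines against 3 allow. Each library thus held the construct that its label names.

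**Figure D1:**
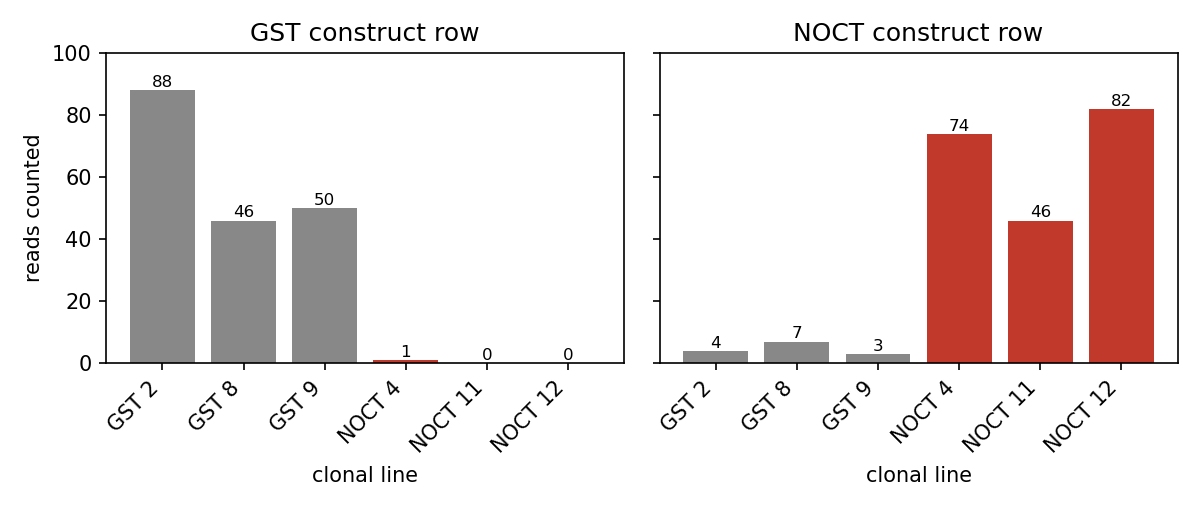
Reads counted for the GST construct (left) and the NOCT construct (right) in each clonal line; bars are single libraries, grey for GST lines and red for NOCT lines. Each construct was counted 46 to 88 times in its own lines and 0 to 7 times in the others.

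The NOCT gene itself (ENSG00000151014) lies on chromosome 4 at 139015789 to 139045939, plus strand, in GRCh38. Its transcript ENST00000280614.3 has 3 exons with 1293 coding and 659 untranslated bases. The gene row was not higher in the NOCT lines. It had 58, 55 and 65 counts in GST lines 2, 8 and 9 (2.93 ± 0.34 CPM, SD, n = 3) and 53, 38 and 46 in NOCT lines 4, 11 and 12 (2.03 ± 0.31 CPM, SD, n = 3). The log2 fold change was -0.53 with a standard error of 0.24 (edgeR adjusted p 0.379; exact two-sided permutation p = 0.1, the smallest possible). Reads without a unique alignment were not counted, and these would include reads that fit the gene and the construct equally well, so the gene row and the construct row together do not give the total NOCT RNA. The alternative that moved this value most, chosen after seeing the data, removed the level of neighbouring genes and gave a log2 fold change of -0.30 (edgeR adjusted p 0.599).

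Spike-in RNAs, added in the same amount to the same mass of total RNA, show whether that mass held more or less countable RNA. There were 16.7 ± 0.63 spike-in counts per 1000 gene counts in GST lines and 15.6 ± 0.55 in NOCT lines (SD, n = 3 each). The difference in the log2 ratio was -0.10 (exact two-sided permutation p = 0.2, where 0.1 is the smallest value possible). With 3 lines per group this test cannot settle whether the groups differ. As a share of gene and spike-in counts, spike-ins made up 1.57% (95% Wilson interval 1.57% to 1.58%) in GST line 2 and 1.59% (1.59% to 1.60%) in NOCT line 4, so lines of the 2 groups overlapped. Leaving mitochondrial and the 20 most abundant genes out of the ratio moved the difference most, to -0.15 (exact permutation p = 0.1). Of 54 spike-ins with enough counts, 0 passed an adjusted p of 0.05 in edgeR, and 3 had an unadjusted p under 0.05. Their median log2 fold change was -0.14, and 48 of the 54 were lower in the NOCT lines.

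The lines differed from each other within the groups. The biological coefficient of variation estimated by edgeR was 19.7%. Across genes, which are not independent replicates, the Pearson correlation of log2(CPM + 1) was 0.985 to 0.993 for pairs of GST lines and 0.974 to 0.990 for pairs of NOCT lines. Pairs from different groups had 0.972 to 0.984, so the ranges overlapped. Within the NOCT group, line 12 correlated at 0.974 with line 4 and at 0.979 with line 11, while lines 4 and 11 correlated at 0.990. The first principal component held 39.6% of the variance and separated NOCT lines 4 and 11 from the GST lines together with NOCT line 12. On the second component, with 27.3%, NOCT line 12 stood apart from the others. The log2(CPM + 0.1) scale moved the median correlation within groups most, from 0.988 to 0.982.

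Part of this spread followed the chromosomes. For each line, the median log2 CPM of the genes on a chromosome was taken relative to their mean over the 6 lines, over 14818 genes with a mean of at least 1 CPM. Of the 138 medians (23 chromosomes in 6 lines), 57 were beyond 0.0617 in size, which is the 95th percentile of the most extreme median in 1000 shuffles of genes between chromosomes. In NOCT line 4, chromosome 2 was at -0.37 and chromosome 13 at 0.35. In GST line 2, chromosome 4 was at 0.30, and in GST line 8 chromosome 14 was at -0.32. Chromosome 9 was at -0.27 in NOCT line 4 and -0.28 in NOCT line 12, and at 0.09 in NOCT line 11. The groups did not overlap for 6 of the 23 chromosomes, where chance gives 10%. One of these was chromosome 22, at 0.16, 0.09 and 0.17 in NOCT lines 4, 11 and 12 and at -0.21, -0.10 and -0.08 in GST lines 2, 8 and 9.

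**Figure D2:**
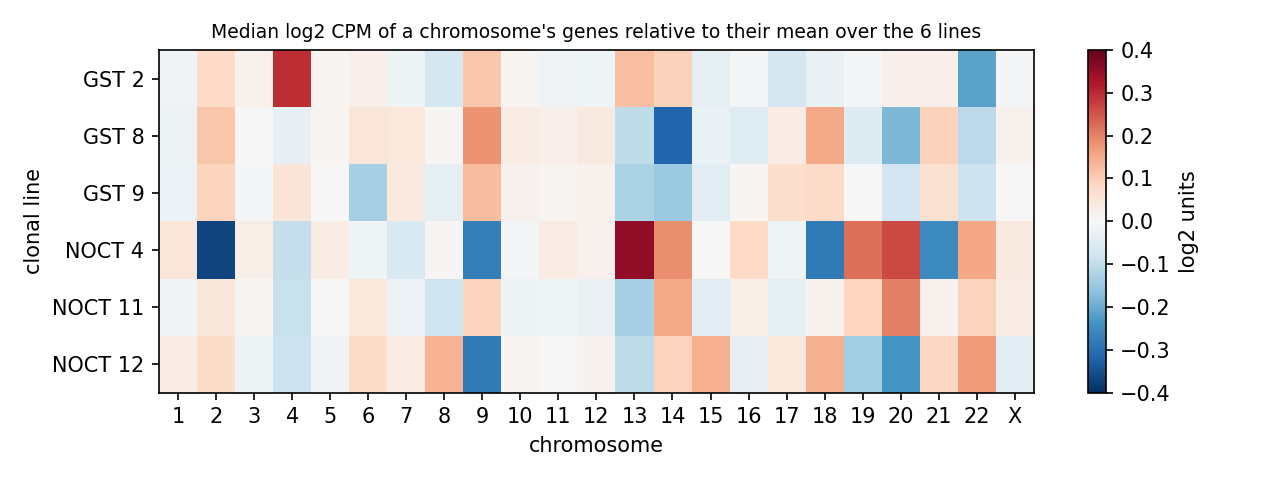
Median log2 CPM of the genes on each chromosome (horizontal axis) in each clonal line (vertical axis), relative to the genes' mean over the 6 lines; red is higher and blue lower, in log2 units. Single lines deviate on single chromosomes, such as NOCT line 4 on chromosome 2 (-0.37) and GST line 2 on chromosome 4 (0.30).

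Between the groups, 10 of 17261 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 4 were higher and 6 lower in the NOCT lines. Of the 10, 9 also changed at least 2-fold, 4 higher and 5 lower. The threshold cut through a dense band: 29 genes had an adjusted p under 0.06 and 85 under 0.1. An unadjusted p under 0.05 was found for 2399 genes, against 863 if no gene differed and genes varied as modelled; the 9 mixed splits of the same 6 lines into 3 and 3 gave 157 to 2333 such genes. In 3455 genes (20.02%) the groups did not overlap, where chance gives 10%. The count moved most when NOCT line 12 was left out, to 970 genes, and it fell to 0 genes (1488 with an unadjusted p under 0.05) when GST line 9 was left out. DESeq2 called 508 genes on the same counts.

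**Figure D3:**
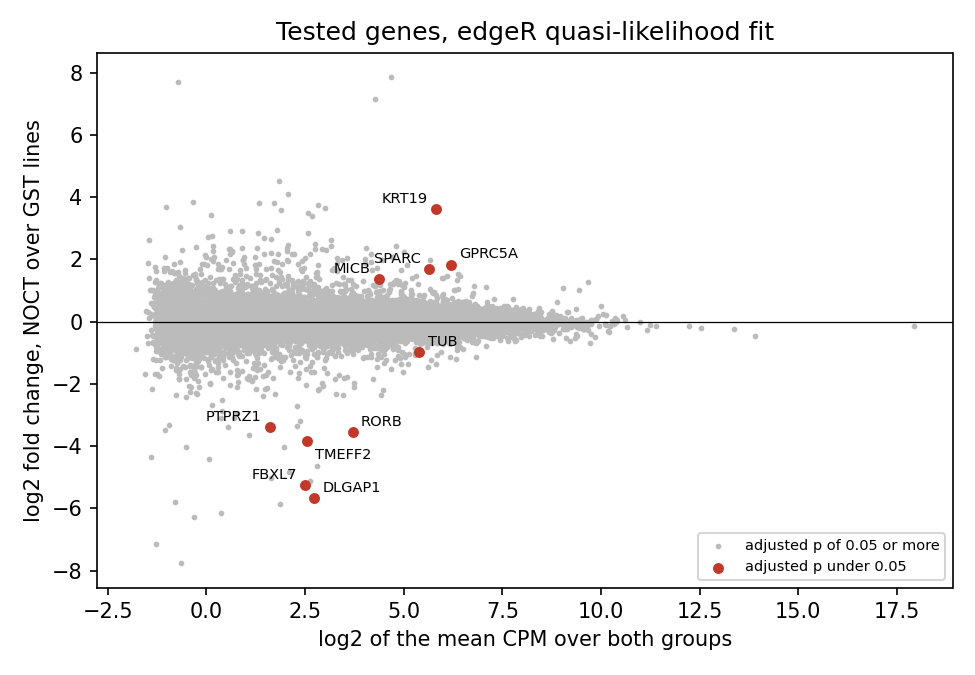
Log2 fold change of NOCT over GST lines (vertical axis) against the log2 of the mean CPM over both groups (horizontal axis) for the 17261 tested genes. Red points mark the 10 genes with an edgeR adjusted p under 0.05; grey genes with larger fold changes did not pass it.

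The 4 genes that rose were higher in each NOCT line than in each GST line. KRT19 (ENSG00000171345; chromosome 17, 41523617 to 41528308, minus strand), a keratin gene, went from 8.55 ± 2.67 CPM in GST lines to 104 ± 12.4 CPM in NOCT lines (SD, n = 3 each), a log2 fold change of 3.61 ± 0.23 (SE, edgeR adjusted p 0.00465). GPRC5A (ENSG00000013588; chromosome 12, 12890782 to 12917937, plus strand) went from 32.3 ± 5.86 to 115 ± 7.57 CPM, a log2 fold change of 1.83 ± 0.14 (SE, edgeR adjusted p 0.00866). SPARC (ENSG00000113140; chromosome 5, 151661096 to 151687165, minus strand) went from 23.7 ± 5.76 to 76.0 ± 4.87 CPM, with a log2 fold change of 1.68 ± 0.17 (SE, edgeR adjusted p 0.0181). MICB (ENSG00000204516; chromosome 6, 31494881 to 31511124, plus strand) went from 11.6 ± 0.53 to 29.8 ± 3.29 CPM, with a log2 fold change of 1.36 ± 0.13 (SE, edgeR adjusted p 0.0173). KRT19 has pseudogenes and MICB has a close paralog, so reads shared with them were lost from these counts to an unknown extent.

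The 6 genes that fell were lower in each NOCT line than in each GST line. DLGAP1 (ENSG00000170579; chromosome 18, 3496032 to 4455335, minus strand) fell from 13.01 ± 6.31 CPM to 0.248 ± 0.105 CPM (SD, n = 3 each), a log2 fold change of -5.67 ± 0.47 (SE, edgeR adjusted p 0.0108). FBXL7 (ENSG00000183580; chromosome 5, 15500196 to 15939795, plus strand) fell from 11.0 ± 5.24 to 0.285 ± 0.222 CPM, a log2 fold change of -5.26 ± 0.60 (SE, edgeR adjusted p 0.0360). These 2 genes rested on 3 to 8 and 3 to 12 counts per NOCT line, near the limit of 3 that a count of 0 allows, so the size of their fold changes is imprecise. TMEFF2 (ENSG00000144339; chromosome 2, 191949043 to 192195709, minus strand) fell from 10.9 ± 2.37 to 0.773 ± 0.470 CPM, a log2 fold change of -3.83 ± 0.43 (SE, edgeR adjusted p 0.0360). RORB (ENSG00000198963; chromosome 9, 74497365 to 74693177, plus strand), which encodes a nuclear receptor, fell from 24.01 ± 4.18 to 2.06 ± 1.12 CPM, a log2 fold change of -3.55 ± 0.38 (SE, edgeR adjusted p 0.0279). PTPRZ1 (ENSG00000106278; chromosome 7, 121873089 to 122062036, plus strand) fell from 5.53 ± 0.59 to 0.527 ± 0.151 CPM, a log2 fold change of -3.39 ± 0.30 (SE, edgeR adjusted p 0.0113). TUB (ENSG00000166402; chromosome 11, 8019244 to 8106112, plus strand) had the smallest change, from 55.9 ± 0.33 to 28.1 ± 1.12 CPM, a log2 fold change of -0.99 ± 0.09 (SE, edgeR adjusted p 0.0142).

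**Figure D4:**
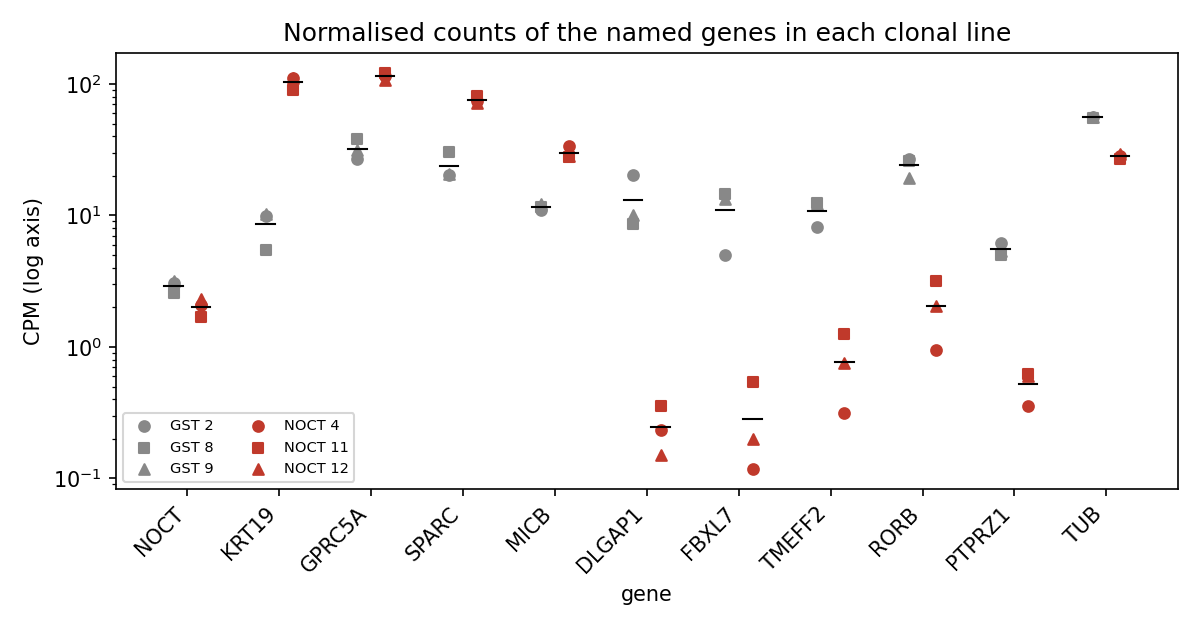
CPM (log axis) of NOCT and of the 10 genes past the threshold in each clonal line; symbols are single libraries, grey for GST and red for NOCT lines, and black bars are group means. For the 10 genes the groups do not overlap, as for KRT19 at 8.55 CPM on average in GST lines and 104 CPM in NOCT lines.

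Each of the 10 named genes past the threshold kept its direction in the alternatives that tested it. All 10 had an adjusted p of 0.05 or more when GST line 9 was left out, and 9 of them when NOCT line 11 was left out, KRT19 being the exception. Without GST line 2, 6 of them lost the call, and without GST line 8, 5 did. These fits compare 3 lines with 2. With the level of neighbouring genes removed, the 10 genes kept their calls, and DLGAP1, on the part of chromosome 18 that was low in NOCT line 4, had a log2 fold change of -5.10.

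Of the 15 gene sets, 4 passed an adjusted p of 0.05 in camera, and all 4 were lower in the NOCT lines. Cytosolic ribosomal protein genes had a median log2 fold change of -0.11, with 67 of 85 genes lower (camera adjusted p 0.00492). NRF2 target genes had -0.16, with 13 of 19 lower (adjusted p 0.00591), mitochondrially encoded mRNAs -0.18, with 12 of 13 lower (adjusted p 0.0294), and replication-dependent histone genes -0.11, with 30 of 44 lower (adjusted p 0.0407). None of these calls held under fry, where the smallest adjusted p was 0.2002 and 1 set had an unadjusted p under 0.05, or with an estimated correlation, where the smallest was 0.930 and 0 sets had. With spike-in totals as library sizes, which raised the median log2 fold change of all genes to 0.15, 0 sets passed (4 with an unadjusted p under 0.05), and the medians of the ribosomal protein and histone genes turned to 0.03. Relative to the GST mean, the median of the ribosomal protein genes was -0.13 in NOCT line 4, -0.26 in NOCT line 11 and 0.03 in NOCT line 12. For the mitochondrially encoded mRNAs, NOCT line 12 was within the range of the GST lines, and for the histones NOCT line 4 was. The NRF2 targets were lower in all 3 NOCT lines (-0.31, -0.09 and -0.19 in lines 4, 11 and 12) than in each GST line (-0.01, 0.03 and 0.08 in lines 2, 8 and 9), and were the set with the unadjusted p under 0.05 in fry (0.0133). Without GST line 9, 0 sets passed (3 with an unadjusted p under 0.05), and without NOCT line 11 only the NRF2 targets did. The NRF2 targets lost the call without NOCT line 12 (camera adjusted p 0.0854). The sets that passed in that fit were the mitochondrially encoded mRNAs, the ribosomal protein genes and the p53 targets. Of the 10 ways to split the 6 lines into 3 and 3, 9 gave 4 or more sets in camera.

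Few single members of the 4 sets passed a threshold. Among the 85 ribosomal protein genes, 0 passed over all genes and 0 adjusted over the list alone, and 11 had an unadjusted p under 0.05. The mitochondrially encoded mRNAs had 0, 0 and 0 such members, and the histones 0, 0 and 13. Of the 19 NRF2 targets, 0 passed over all genes and 4 adjusted over the list alone, with 6 at an unadjusted p under 0.05. The NRF2 targets with the smallest p-values were TXN, with a log2 fold change of -0.67 (edgeR adjusted p 0.0751 over all genes and 0.00400 adjusted over the list alone), ABCC1 with -0.39 and SLC7A11 with -1.45 (both 0.02504 adjusted over the list alone). In the other sets the smallest were RPS7 (-0.53), RPL36AL (0.41) and RPL12 (-0.35), HIST1H2BN (-0.43), HIST1H4C (-0.45) and HIST1H2BO (-0.41), and MT-CO2 (-0.26), MT-ND2 (-0.25) and MT-CO1 (-0.19), none of which passed in edgeR over all genes (adjusted p 0.120 or more) or adjusted over the list alone. With the level of neighbouring genes removed, TXN was at -0.36 (edgeR adjusted p 0.161), RPS7 at -0.14, RPL36AL at 0.15 and RPL12 at 0.0247, while SLC7A11 was at -1.18 and ABCC1 at -0.33. Ribosomal protein and histone genes have near-identical copies or pseudogenes, so their counts are uncertain.

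The other 11 sets did not pass, with camera adjusted p-values from 0.172 for nuclear oxidative phosphorylation subunits (median log2 fold change -0.07) to 0.964 for deadenylases and CCR4-NOT (0.01). In between were mitochondrial ribosomal proteins (-0.06), fatty acid synthesis and oxidation (-0.02), glycolysis (-0.10), the integrated stress response (-0.07), cholesterol synthesis (-0.03), p53 targets (-0.01), interferon-stimulated genes (-0.02), and NAD and NADP metabolism (-0.02). The 24 circadian clock genes had a median of 0.02 (camera adjusted p 0.377), with 12 lower and 12 higher. Among them, RORB passed over all genes, and RORB and NR1D2 (log2 fold change -0.43) passed in edgeR adjusted over the list alone, at 3.1e-04 and 0.0123. The medians of several of these sets change sign with the scaling, and all 11 were above 0 with spike-in totals as library sizes. That scaling raised the median log2 fold change of all genes to 0.15, so these signs do not show a set moving relative to other genes.

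The authors' deposited table of their own DESeq2 comparison holds 490 rows with an adjusted p under 0.05, of which 255 are higher and 235 lower in NOCT lines. They include both construct rows, 488 genes and 0 of the 68 spike-in rows. In the authors' deposited table KRT19 has a log2 fold change of 2.94, DLGAP1 -2.97, and the NOCT gene -0.37 with an adjusted p of 0.501. Size factors solved from the mean normalised counts in that table (0.907, 1.02 and 0.9501 for GST lines 2, 8 and 9, and 1.20, 1.06 and 0.943 for NOCT lines 4, 11 and 12) equalled the median-ratio factors of the rows with more than 10 counts over the 6 libraries. They were not the spike-in factors, which were 0.963 for NOCT line 11 and 1.02 for GST line 9, for example. Across the 17261 genes in both, the authors' fold changes and those of edgeR had a Spearman correlation of 0.982, and 99.2% had the same sign. The 10 genes called by edgeR were all among the authors' calls. Of the 467 genes in the authors' calls that edgeR tested, 467 had the same sign and 467 had an unadjusted p under 0.05 there. A DESeq2 refit of the 17261 genes shared 437 of its 508 calls with the authors' deposited table, and a refit of the 23417 rows of that table, chosen after seeing the data, shared 490 of 490.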

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

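The tests of the counts described here were chosen only after the counts were seen. The NOCT construct row was counted in lines that do not carry it, above the 3 counts that a count of 0 allows: 4 reads in GST line 2 and 7 in GST line 8 (GST line 9 had 3, at that limit). The counts argue against reads exchanged between libraries at equal rates in both directions. The NOCT construct had 14 counts in the 3 GST lines beside 202 in its own lines, while the GST construct had 1 in the 3 NOCT lines beside 184 in its own (Fisher's exact test, two-sided p = 0.00122). A one-sided carry-over was not tested. A candidate explanation is that spliced reads of the cell's own NOCT mRNA were counted on the construct, if its coding sequence lacks introns. The coding part has 2 exon junctions, which 98 read starts of 50 bp reads cross. From the 178 counts of the NOCT gene row in GST lines, 14.4 such reads would be expected if the gene row came evenly from all 1211 exonic bases outside the coding part, or 26.5 if it came from the 659 untranslated bases of one transcript alone. The 14 counts have a 95% exact Poisson interval of 7.65 to 23.5, so the answer depends on the transcript. The construct's sequence was not used here, and this source cannot be told apart from others on these counts. No biological explanation was tested, since both groups carry the endogenous gene.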

How the results depend on the processing

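The number of genes past an adjusted p of 0.05, 10 in the main comparison, depended on the test. DESeq2 called 508 (271 higher, 237 lower), limma voom 16 and voom with sample weights 878. Without a low-count filter there were 888, and with at least 10 counts in every line there were 6, because 4 of the genes that fell had fewer than 10 counts in a NOCT line and were not tested. Scaling by total gene counts gave 34 and spike-in totals gave 22, the latter with 14 higher and 8 lower against 4 and 6 in the main comparison. The regional offset gave 37, the GC offset 26 and DESeq2 with the regional offset 554; these 3 were chosen after seeing the data. Leaving out one line each gave from 0 to 970 genes, 0 without GST line 9 (1488 with an unadjusted p under 0.05), 1 without NOCT line 11 and 970 without NOCT line 12. The other causes were not tested. The 10 genes themselves were all among the calls of DESeq2, voom with sample weights, every other scaling, the unfiltered fit and the regional and GC offsets; voom kept 9, limma on log2(TPM + 0.1) 9 and on log2(TPM + 1) 7.

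With the 2-fold criterion (9 genes in the main comparison), the counts were 212 in DESeq2, 15 in voom, 337 in voom with sample weights, 487 without a filter, 5 with at least 10 counts in every line, 29 with total gene counts, 16 with spike-in totals (9 higher, 7 lower), 30 with the regional offset, 24 with the GC offset and 191 in DESeq2 with the regional offset. Leaving out one line gave from 0 (GST line 9) to 487 (NOCT line 12). The cause was not tested.

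The spread that the quasi-likelihood test allows for single genes differed between these fits. Its prior degrees of freedom were 4.14 in the main comparison, 40.6 without a filter and 5.65 without NOCT line 12, and the biological coefficient of variation fell from 19.7% to 15.3% without that line. A larger prior pools genes more, so the unfiltered count may rest on that pooling, with 888 calls.

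Of the gene sets, 4 passed in the main comparison, 0 under fry, 0 with an estimated correlation and 0 with spike-in totals as library sizes. Leaving out one line gave from 0 (GST line 9, with 3 sets at an unadjusted p under 0.05) to 5 sets, and 1 without NOCT line 11. DESeq2 size factors, the stricter filter and the regional offset each gave 4. RPL12, on chromosome 9, was the one named gene that reversed: its log2 fold change was 0.0247 with the regional offset and 0.0177 in DESeq2 with that offset. The regional offset also moved RPS7 from -0.53 to -0.14, RPL36AL from 0.41 to 0.15 and TXN from -0.67 to -0.36. The cause was not tested beyond the regional level itself.

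The overlap with the authors' calls was 10 genes in the main comparison, 437 with the DESeq2 refit, 490 with the refit of the authors' rows, and 2 when both sides used 0.01 as the threshold. Larger call lists share more genes by construction. The direction of the NOCT gene row, the spike-in share, the 0 spike-in calls and the correlations within groups stayed on the same side in their alternatives. The NOCT row ranged from -0.66 to -0.30. For the 10 genes past the threshold, 36 of the fits by gene gave an adjusted p of 0.05 or more, and 190 did not. For the set members, 24 fits moved a gene past the threshold, most of them in DESeq2 or voom with sample weights. For the 4 sets, 23 fits by set gave an adjusted p of 0.05 or more and 25 did not.

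With 19729745 to 24422406 gene counts per library, depth limits genes such as DLGAP1 and FBXL7, whose lower group had 3 to 12 counts.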

Other observations

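The counts over the 10 splits of the lines, the simulations of DESeq2 calls, the removal of GC trends, the tests of the 10 called genes, of NOCT line 12 and of the NOCT gene row, the matched lists and the limit of 0.2 for shifted windows were chosen only after the results were seen. The tests of DESeq2 calls over mixed splits, of the signs of neighbours, and of gene span in mixed splits and after removing the level of neighbours were written down before their results.

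There are 10 ways to split the 6 lines into 3 and 3, so no share under 0.1 can be reached. For genes past an adjusted p of 0.05 in edgeR, 1 of the 10 splits, the real one, gave as many as 10 genes, and 1 of the 10 gave as many at 2-fold. For spike-ins the count of 0 fixes the outcome at 10 of the 10 splits, which says nothing about the grouping. For gene sets, 9 of the 10 splits gave 4 or more sets in camera, so the 4 sets do not set the real grouping apart from mixed ones. In DESeq2, 2 of the 10 splits gave as many genes: the real one with 508, and the split of GST line 2 with NOCT lines 4 and 11 against the rest with 552. This is the split that the first principal component also follows in part.

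DESeq2 called 508 genes where the quasi-likelihood test called 10. If clonal spread that DESeq2 understates were the cause, mixed splits would give many calls too. Their median was 0 calls, and 5 of the 9 gave none, but the split named above gave 552, so the real count lies within the range of the mixed splits. With the level of neighbours removed, the real split gave 554 calls, that split 309 and the other mixed splits at most 76, so the real count was then above each of the 9. In 5 simulations with no change and the fitted spread of dispersions, DESeq2 made at most 47 calls in 17261 genes. The simulated genes are independent, and the mixed split with 552 calls exceeds that number by far, so 47 does not bound what differences between clones give. Differences between clones and an effect of the expressed protein cannot be told apart for these calls: the count is within the mixed range in one setting and above it in the other, and 10 splits cannot give a share under 0.1. In the simulation with 200 changed genes, all of them well counted, 35.2% of the DESeq2 calls were false, and edgeR found 11.6% of the changed genes. The longer list may thus hold many false calls while the shorter one misses changed genes.

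Neighbouring genes moved together. Among 773 genes with an unadjusted p under 0.01, 75.6% of adjacent pairs on a chromosome shared their sign, against a median of 50.7% and at most 55.6% in 1000 shuffles (permutation p = 0.001, the smallest they can give). Of such genes, 37.7% lay in 10 Mb windows with a median log2 fold change beyond 0.2 in size, against 17.7% of all genes. These windows were picked by the same fold changes, so some excess is built in. No shuffled value is given for this share, and no conclusion is drawn from it. The shared signs could come from differences in copy number between clonal lines. RNA alone cannot settle this hypothesis, since regional regulation would look alike. The values argue against GC content bias between libraries as the cause of the chromosome shifts: the most extreme chromosome median was 0.377 in size after each library's GC trend was removed, against 0.368 before. Some windows differ between lines of one group, such as chromosome 18 from 1 to 10000000, which was at -0.73 in NOCT line 4, -0.24 in NOCT line 11 and 0.17 in NOCT line 12. In others the lines of a group were alike and the groups separate, such as chromosome 22 from 10000001 to 20000000, at 0.21, 0.13 and 0.14 in NOCT lines 4, 11 and 12 and -0.19, -0.17 and -0.12 in GST lines 2, 8 and 9. Removing the level of neighbours lowers the same-sign share by construction; it was then 56.4%, still above its shuffled median of 50.4% (permutation p = 0.001, the smallest they can give), so neighbours still moved together in part. The offset raised the edgeR count to 37, against 11 to 28 with 10 shuffled offsets. Of the 508 DESeq2 calls, 169 were lost with it, against 33 to 64 with the shuffled offsets. All 10 edgeR calls stayed, which argues against shifts of the breadth that the offset removes as their cause; a change of the single gene or its nearest surroundings stays open for each.

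The lower NOCT gene row may share in such a shift. Neighbours of NOCT on chromosome 4 were lower in the NOCT lines by a log2 difference of -0.23, with GST line 2 at 0.37 relative to the mean of the 6 lines, and the log2 fold change moved from -0.53 to -0.30 (unadjusted edgeR p 0.237) once that level was removed. The gene row did not clearly follow the raised level of GST line 2, however. Its CPM was 3.06 in GST line 2, against 2.55 in GST line 8 and 3.19 in GST line 9. Leaving out GST line 2 left the log2 fold change at -0.50. With so few counts per line, a regional shift and a change of the gene itself cannot be told apart.

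Genes that fell were long. The 78 genes that fell with an unadjusted p under 0.001 had a median genomic span of 99.8 kb, against 34.4 kb for the 65 that rose and 25.5 kb for all tested genes. Among 10000 random lists matched on expression and exonic length, 0 had as long a median (middle 95% of lists 38.0 to 72.6 kb), and among 10000 matched on expression and GC content, 0 did (12.5 to 30.1 kb). Over all genes the fold change had a Spearman correlation of 0.00 with exonic length and -0.03 with GC content. For the genes that rose, 7062 and 1670 of the matched lists had as long a median. Long genes that vary between clones whatever the grouping would show in mixed splits as well, yet 0 of their 18 directions gave as long a median span among 78 genes (4.96 to 53.9 kb). Genes that separate the real groups vary widely within the sides of a mixed split, so they rank lower there. The mixed splits therefore cannot exclude this explanation. With the level of neighbours removed, the genes that fell had a median of 94.3 kb, and 1 of 10000 matched lists was as long. These values argue against gene length bias, against counts and GC content, and against regional shifts of the breadth that the offset removes as the whole cause. What stays open, as a hypothesis tested on the data that gave rise to it, is that long genes fell in the NOCT lines, whether from the expressed protein or from clones that share a lower level of such genes by descent or by chance. The 10 possible splits cannot part these.

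NOCT line 12 differed from NOCT lines 4 and 11. The counts argue against a lower RNA level of the construct as the reason. Relative to library size, line 12 had 1.64 times the construct counts of the other NOCT lines (exact Poisson 95% interval 1.22 to 2.19). The level of the protein was not measured here. Of the 970 genes called without it, 69.4% had the same sign in line 12 relative to the GST lines. Because these comparisons share their controls, chance alone lies above 50%: in 10 simulations of an unchanged line, 57.8% to 62.8% of the calls had the same sign, with 1326 to 1590 calls each, more than were observed. Line 12 thus may carry part of what lines 4 and 11 share, at a slope of 0.31 against 0.0406 to 0.0655 simulated, which argues against its carrying none of it. Whether the rest reflects the construct in lines 4 and 11 or a difference between clones was not tested, since the labels give no other property of the lines.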
